A study of Mus musculus with 6 samples. Its data were reported in "Acquired resistance to PD-L1 inhibition enhances a type I IFN-regulated secretory program in tumors" (2024).

How the data were processed

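Polyadenylated RNA was sequenced from cultured EMT6 cells, a mouse mammary carcinoma line, in 6 samples. Per the labels, 3 samples came from cells kept with an isotype control antibody (P VITRO) and 3 from cells kept with an antibody against PD-L1 (PTR VITRO), both at 0.5 μg/ml for more than 4 weeks. The deposited table holds gene-level estimated counts (RSEM expected counts), not scaled between samples, which the authors made by aligning stranded libraries with STAR to the mouse genome GRCm38 and quantifying them with RSEM. Between 12.5% and 13.8% of the values of a sample were not whole numbers, and genes with a count of 0 in every sample were kept in the table. Whether RSEM was told the strand of the reads is not stated. The labels give no batch, and they do not say whether the replicates were separate cultures. The study describes its replicates as technical where nothing else is stated, so the p-values here compare libraries and do not cover the variation between independently treated cultures.

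The table lists 53465 gene identifiers. Of these, 53274 had a symbol in the annotation used here, 50604 with the same version and 2670 with another version, and 191 had none. An annotation of the same genome build placed 53360 of them. Every sample column of the table matched a sample description, so no sample was left out.

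The total count per sample ran from 17757341 to 32426739. A count of 3 was taken as the floor, which corresponds to 0.168 CPM (counts scaled to library size) in the shallowest sample and 0.0925 CPM in the deepest. Floors cover counting error only.

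Estimated counts were rounded. Genes with few counts were removed with filterByExpr (minimum count 10, minimum total 15), and samples were scaled by the upper quartile. The groups were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with group as the only term, and p-values were adjusted by Benjamini-Hochberg over all tested genes. Genes with an adjusted p below 0.05 are called. Standard errors of log2 fold changes were derived from the F statistic. CPM values were scaled by the upper quartile and are given as mean ± SD over 3 samples.

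The secretory signature PTIS has 5 genes (Ccl2, Il1rn, Il6, Lcn2 and Nos2). Its mean CPM per sample was compared by a two-sided exact permutation test, whose 20 arrangements allow no p below 0.1. In addition, 7 gene lists were tested: PTIS, a 12-gene list of the study, the study's preliminary PTIS list and preliminary DOWN list, a type I interferon list, an antigen presentation list and a proliferation list. Genes were ranked by the log2 fold change of limma-voom (limma 3.58.1), and preranked enrichment was run with fgsea 1.28.0 with weight 1 and 1000 random gene sets of equal size. The p-values were adjusted over the 7 lists and read at 0.25, the threshold of the study, and at 0.05. The same lists were tested with camera (preset correlation 0.01) and with fry, which estimates the correlation between genes from the samples. The numbers of list genes called are given over all genes tested and adjusted over the list alone.

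The groups, tests, lists, thresholds and alternatives were chosen before the data were examined, apart from those named here as later choices. Genes named in the text were fixed by a rule. It includes the genes of PTIS and of the 12-gene list, Rsad2, Ifit1, Isg15, Irf7, Ifnb1, Ifnar1, Ifnar2, Cd274, Tap1, H2-D1, H2-K1 and B2m. It adds, in each direction, the 6 called genes with the largest change and the 4 with the smallest p, among those with a mean count of at least 50 and with groups that do not overlap. Any other gene named was chosen after its values were seen.

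The alternatives were TMM scaling, no scaling factor, DESeq2 1.42.0, limma-voom, no filter on low counts, a filter of at least 10 counts in every sample, the replicate number as a block, ranking by the moderated statistic of limma, camera, fry, the mean of log2 CPM for the signature, and leaving out each sample in turn. A correction of each library for GC content and exon length was added after seeing the data. It replaced a first version that removed the trend from the fold changes, after the result of that version had been seen. Lists of YAP targets, ATF4 targets and extracellular matrix genes were written after the called genes had been seen, without the called genes that prompted them. Copies of named genes were searched in transcript sequences with BLAST+ 2.17.0, at an identity of at least 95% over at least 200 bases.

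The steps were tested on simulated data with 200 changed genes. The edgeR fit called 150 of them, and 7.98% of its calls were false. The changes set there were all larger than the median change of the genes called here (0.39 on the log2 scale). Genes were drawn independently, without differences shared across genes within a library. These rates therefore need not hold for these data.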

Results

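RNA was measured in EMT6 mouse mammary carcinoma cells that had been cultured for more than 4 weeks with an antibody against PD-L1 (PTR VITRO, 3 samples) or with an isotype control antibody (P VITRO, 3 samples). PD-L1 is a surface protein of tumor cells that restrains T cells. The total count was 23417980, 30115549 and 24362143 in the P VITRO samples and 32426739, 28122430 and 17757341 in the PTR VITRO samples. Of 53465 genes, 28085 had a count of 0 in every sample, and 14217 passed the filter on low counts and were tested. The tested genes held 99.9% of all counts. Variation between samples of a group was low, with a common biological coefficient of variation of 5.00%. The first principal component held 29.8% of the variance and did not differ between the groups in an exact permutation test (p = 0.2, n = 3 per group, smallest possible p 0.1).

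The first comparison asked which genes change when cells that are not exposed to immune cells are kept with the antibody. With edgeR, 35 of the 14217 genes had an adjusted p below 0.05. Of these, 14 were higher and 21 were lower in PTR VITRO. The changes were small, with a median absolute log2 fold change of 0.39 among the called genes, and 28 of them changed by less than 1.5-fold. Only 4 called genes changed by at least 2-fold, and all 4 were lower in PTR VITRO. The alternative that moved the number of calls most was the fit without a filter on low counts, with 400 genes. That fit gave the called genes named by rule far smaller p-values at nearly the same fold changes. Leaving out 1 library gave from 8 genes, without PTR VITRO replicate 3, to 64 genes, without P VITRO replicate 2. Genes higher in PTR VITRO made up 2 of these 8 calls and 19 of these 64. They numbered 0 without P VITRO replicate 3, 3 without P VITRO replicate 1 or PTR VITRO replicate 2, and 15 without PTR VITRO replicate 1. At an unadjusted p below 0.05 there were 1620 genes, or 11.4% of those tested, where chance gives 711. The groups did not overlap in 2503 genes, or 17.6%, where chance gives 10%. Of the 10 ways to split the 6 libraries into 3 and 3, 2 gave at least as many calls as the labelled one.

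The called gene with the largest rise was Prss22 (ENSMUSG00000045027.6), at 6.79 ± 0.267 CPM in P VITRO and 10.4 ± 0.230 CPM in PTR VITRO, a log2 fold change of 0.61 (SE 0.0862, edgeR adjusted p 0.0193). It was followed by Inhbe with a log2 fold change of 0.59, Gsta1 with 0.57 (also 0.57 for its sum with 3 near-identical genes), Stra6 with 0.50, Maats1 with 0.42, Acap1 with 0.40 and Ms4a4d with 0.39. The adjusted p of these 7 genes lay between 0.0126 and 0.0353. Maats1 was not called by limma-voom (adjusted p 0.05002) or in any fit that left out 1 library (adjusted p 0.0511 to 0.159).

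Pkhd1l1 had the largest fall among the genes named by rule, from 3.17 ± 0.357 CPM to 1.06 ± 0.169 CPM, a log2 fold change of -1.56 (SE 0.196, edgeR adjusted p 0.0137). Col3a1 fell by 1.13 on the log2 scale, from 13.4 ± 2.33 CPM to 5.96 ± 1.35 CPM, and Col6a2 fell by 0.70. Dpysl3 fell by 0.51. The genes with the smallest p among those lower in PTR VITRO included Ccn1, from 1147 ± 61.9 CPM to 819 ± 55.8 CPM (log2 fold change -0.49, adjusted p 0.00529), and Adamts1, from 144.6 ± 1.04 CPM to 111.6 ± 3.16 CPM (log2 fold change -0.37, adjusted p 0.00386). Gm45774, an antisense gene that overlaps the called gene Mt2, fell by 0.47, and the table does not show whether reads were assigned by strand. Gm14698 fell by 0.53, from 16.01 ± 0.955 CPM to 11.2 ± 0.787 CPM. It shares sequence with Styx, which had 32.4 ± 1.57 CPM and 32.7 ± 1.81 CPM, and with Gnpnat1, which had 233 ± 8.58 CPM and 228.3 ± 10.35 CPM. The sum of these genes was 281.4 ± 10.92 CPM and 272.2 ± 12.32 CPM (log2 ratio -0.05, exact permutation p = 0.5, n = 3 per group). The fall of Gm14698 is smaller than the SD of this sum. The sum therefore does not decide whether shared reads were divided differently. Most of the sum is Gnpnat1, which aligns to Gm14698 over only 552 bases, on the opposite strand. Styx aligns over 4234 bases on the same strand and did not rise (log2 ratio 0.0103, exact permutation p = 0.9). This argues against a move of reads from Gm14698 to Styx. In each of the 6 fits that left out 1 library, 6 of the 35 genes were called: Adamts1, Ccn1, Gm45774, Mageb16, mt-Co3 and Thbs2, of which Thbs2 was chosen after its values were seen. All of these were lower in PTR VITRO.

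The mitochondrial gene mt-Co3 (ENSMUSG00000064358.1, mitochondrial genome, 8607 to 9390) was lower in PTR VITRO, at 280.5 ± 36.0 CPM against 99.5 ± 24.3 CPM (log2 fold change -1.49, SE 0.141, edgeR adjusted p 0.00366). A nuclear pseudogene on chromosome 1, Gm28437, has an identical sequence over 783 bases. The sum of both genes was 3170 ± 207 CPM in P VITRO and 3091 ± 315 CPM in PTR VITRO, a log2 ratio of -0.04 (exact permutation p = 0.9, n = 3 per group). A fall of mt-Co3 alone would give a log2 ratio of -0.08, also within the spread of the sum. Reads of the shared sequence cannot be assigned to one of the 2 genes by sequence. The fall of mt-Co3 alone is therefore not established as a change of its RNA.

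**Figure D1:**
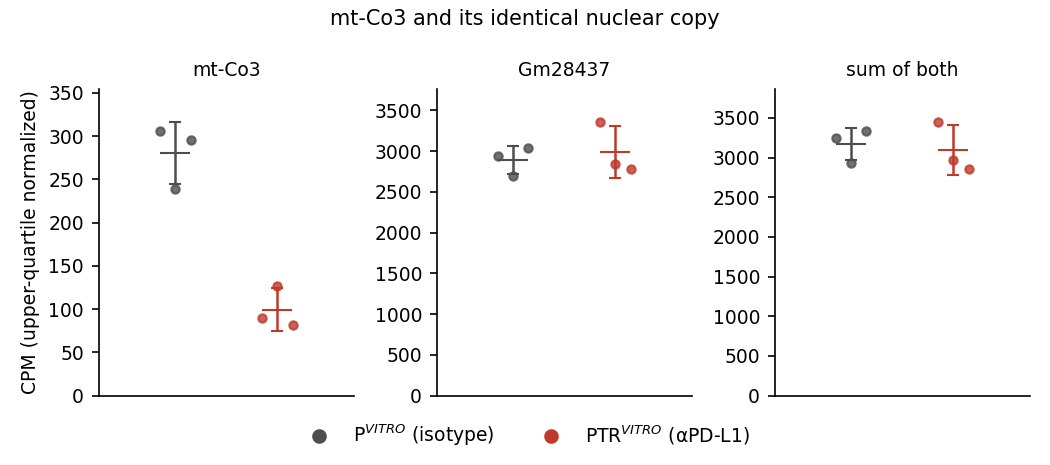
Upper-quartile normalized CPM of mt-Co3, of its identical nuclear copy Gm28437 and of their sum in 3 libraries per group, with the mean and SD as lines. The groups separate for mt-Co3 alone and overlap for the sum, whose means are 3170 and 3091 CPM.

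Mageb16 (ENSMUSG00000046942.17, GRCm38, chromosome X, 79623231 to 79671435) lies outside the naming rule, with a mean count of 34.2, and was chosen after its values were seen. It had 2.64 ± 0.108 CPM in P VITRO and a count of 0 in all 3 PTR VITRO libraries, which makes it at least 21.6-fold lower (edgeR adjusted p 0.000734). Genes at 0 in 3 libraries and at 20 counts or more in each of the other 3 were also found outside the labelled groups, in 5 of 18 other choices of 3 libraries.

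**Figure D2:**
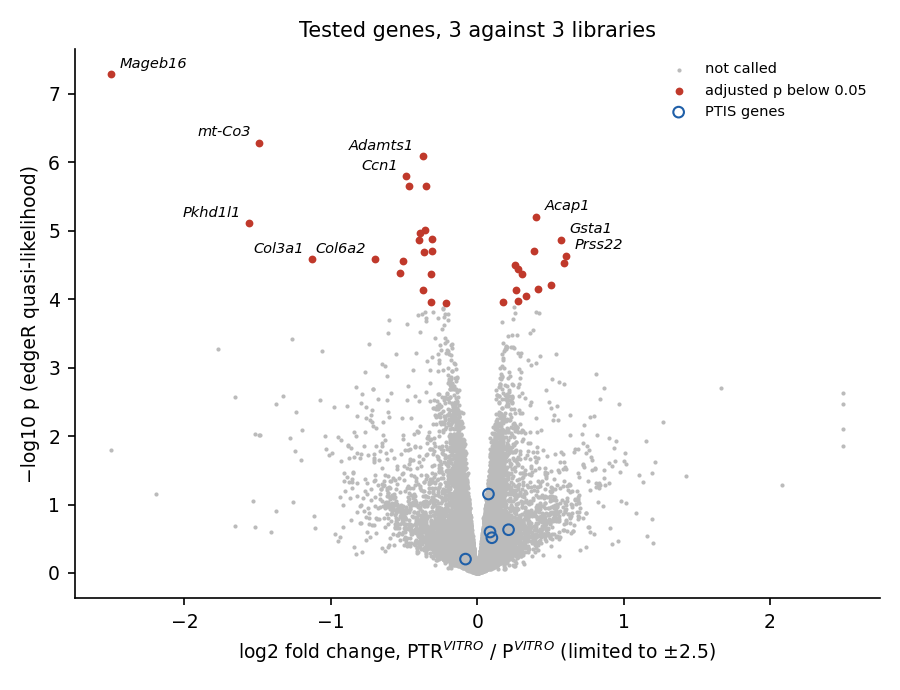
Log2 fold change of PTR VITRO over P VITRO against the negative log10 of the edgeR p-value for 14217 genes, with the 35 called genes in red and the 5 PTIS genes circled. Values beyond the axis limit, Mageb16 among them, are drawn at the limit; no PTIS gene is called.

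The second comparison asked whether exposure to the antibody alone raises PTIS, a secretory signature that the study defined in cells resistant to treatment. None of the 5 genes was called over all genes tested, none adjusted over the list alone, and none had an unadjusted p below 0.05. No alternative or leave-one-out fit called any of them. Lcn2 (ENSMUSG00000026822.14) was at 1257 ± 55.8 CPM in P VITRO and 1325 ± 40.8 CPM in PTR VITRO (log2 fold change 0.08, SE 0.0383, edgeR adjusted p 0.490). Ccl2 was at 210.9 ± 33.6 CPM and 226.5 ± 14.6 CPM (log2 fold change 0.10, adjusted p 0.728), and the sign of its change turned without P VITRO replicate 3 (-0.01). Il1rn had a log2 fold change of 0.09 (adjusted p 0.690), Nos2 of 0.21 (adjusted p 0.680) and Il6 of -0.08 (adjusted p 0.895). Il6 and Nos2 were near 3 CPM.

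The average CPM of the signature was 303.1 ± 6.54 in P VITRO and 320.7 ± 11.3 in PTR VITRO, a ratio of 1.06. The difference of 17.5 CPM did not pass the two-sided exact permutation test (p = 0.2, n = 3 per group), for which the smallest possible p is 0.1. Lcn2 gave 82.8% of the sum and Ccl2 14.02%.

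**Figure D3:**
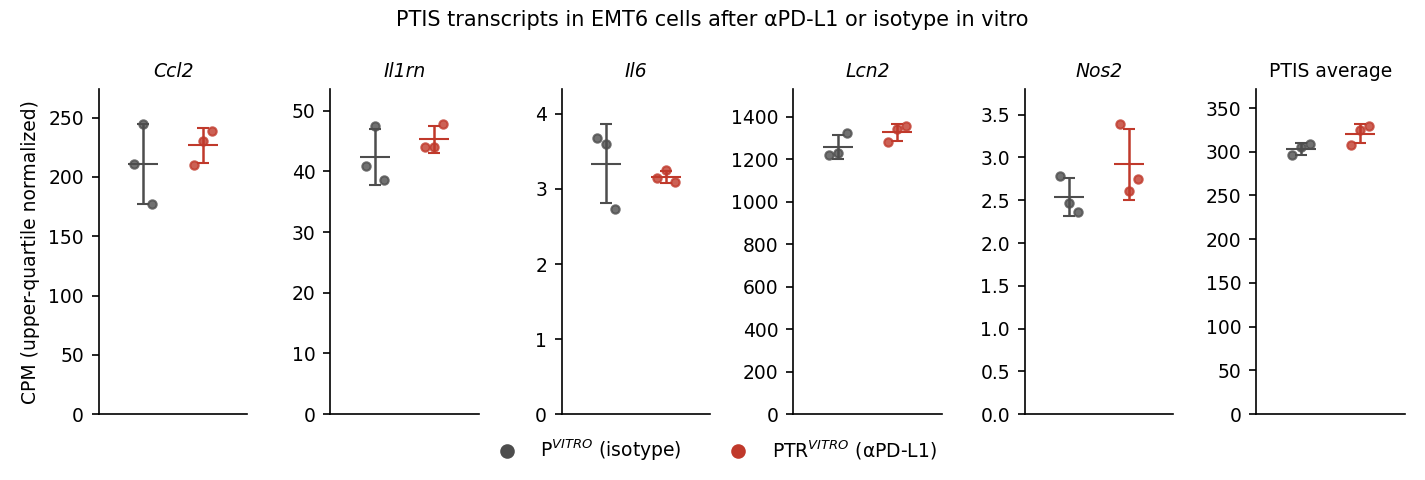
Upper-quartile normalized CPM of the 5 PTIS genes and of their average in 3 libraries per group, with the mean and SD as lines. The groups overlap for each gene and for the average, whose means are 303.1 and 320.7 CPM.

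The preranked enrichment score of PTIS was 1.22 (adjusted p 0.508 over 7 lists). This passed neither 0.25 nor 0.05. Leaving out P VITRO replicate 3 moved the score most, to 0.67 (adjusted p 0.821). Ranking genes by the moderated statistic gave 1.51 with an adjusted p of 0.0877, which passes 0.25. Camera gave an adjusted p of 0.132, which also passes 0.25, and fry 0.353. For the 12-gene list, 10 genes were tested and the score was 0.78 (adjusted p 0.746), with a negative score of -0.76 without P VITRO replicate 3, of -0.72 without PTR VITRO replicate 3 and of -0.63 after a correction for GC content and exon length. None of the 10 was called over all genes or adjusted over the list alone, and 2 had an unadjusted p below 0.05.

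Of the other genes of that list, Cxcl10 had a log2 fold change of 0.13 (adjusted p 0.535), Ccl5 of 0.19 (adjusted p 0.448), Serpinb9 of 0.11 (adjusted p 0.310), Igfbp6 of -0.09 (adjusted p 0.583) and Ccl20 of -0.43 (adjusted p 0.256). Cxcl9 and Ifnb1, with mean counts of 0.83 and 2.83, were under the floor of 3 counts on average and were removed by the filter on low counts, so a small change in them was not detectable at this depth.

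The third comparison covered 5 further lists. The preliminary PTIS list, with 78 genes tested, had a negative score of -1.72 (adjusted p 0.0121), with 35 genes higher and 43 lower. It passed 0.25 in each leave-one-out fit but 0.05 only without PTR VITRO replicate 1 (adjusted p 0.0164), and in the other 5 the adjusted p lay between 0.0544 and 0.170. Camera gave 0.132, and without the filter on low counts the score was -0.99 (adjusted p 0.640). In it, 4 genes were called over all genes and 11 adjusted over the list alone. Of the 4, Adamts1, Col3a1 and Dpysl3 were lower and Inhbe was higher (log2 fold change 0.59). The study drew this list from secretory genes raised in resistant tumors, so a negative score is opposite to the direction that defined it. The preliminary DOWN list had a score of 0.89 (adjusted p 0.738) and 0 genes called over all genes, 1 adjusted over the list alone and 9 at an unadjusted p below 0.05; its sign turned without P VITRO replicate 1 (-0.88), PTR VITRO replicate 1 (-0.84) and PTR VITRO replicate 2 (-0.93). The type I interferon list had a score of 1.93 (adjusted p 0.0121). Of its 48 genes, 42 were higher and 6 lower, with a median log2 fold change of 0.09; 0 were called over all genes, 5 adjusted over the list alone and 11 had an unadjusted p below 0.05. Without P VITRO replicate 2 its score was 1.298 (adjusted p 0.345), which passes neither threshold, and 0.05 was also missed without PTR VITRO replicate 2 (adjusted p 0.170) and without PTR VITRO replicate 3 (adjusted p 0.0521). The mean log2 CPM of the list differed by 0.10 (exact permutation p = 0.2, n = 3 per group).

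The proliferation list had a score of 1.501 (adjusted p 0.0760), which passes 0.25 but not 0.05. It fell short of 0.25 without PTR VITRO replicate 1, at 1.17 (adjusted p 0.466), and without P VITRO replicate 2, at 1.17 (adjusted p 0.418). Ranking genes by the moderated statistic gave the proliferation list 2.14 (adjusted p 0.00824), which passes 0.05. The antigen presentation list had a score of -1.03 (adjusted p 0.601), with 0 genes called over all genes, 1 adjusted over the list alone and 3 at an unadjusted p below 0.05. In the proliferation list 0 genes were called over all genes, 0 adjusted over the list alone and 5 had an unadjusted p below 0.05. Camera gave adjusted p-values of 4.75e-09 for the interferon list and 0.000707 for the proliferation list. No list call held under fry, where the adjusted p was 0.353 for each list except the preliminary DOWN list (0.737).

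**Figure D4:**
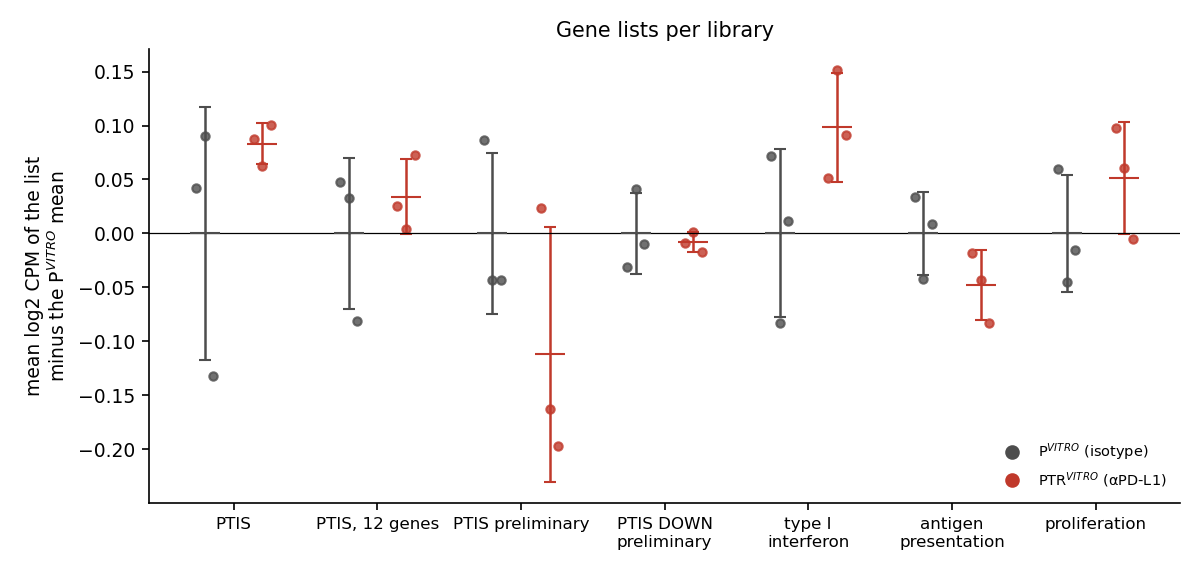
Mean log2 CPM of each of the 7 lists per library, as the difference from the P VITRO mean, with the group mean and SD as lines. The exact permutation p is 0.2 or more for each list, and the group means differ most for the preliminary PTIS list and the interferon list.

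Rsad2, an interferon-stimulated gene, had a log2 fold change of 0.28 (edgeR adjusted p 0.0919) and was called by DESeq2, without the filter on low counts, and without PTR VITRO replicate 1 (adjusted p 0.0167). Ifit1, Isg15 and Irf7 were not called (adjusted p 0.536 to 0.925), nor were Ifnar1 and Ifnar2 (adjusted p 0.854 and 0.824). Cd274, which encodes PD-L1, was at 17.15 ± 1.18 CPM in P VITRO and 17.97 ± 0.600 CPM in PTR VITRO (log2 fold change 0.07, adjusted p 0.732). Tap1 had a log2 fold change of -0.10 (adjusted p 0.424), H2-D1 of -0.03, H2-K1 of -0.03 and B2m of 0.01, and none of these was called. The direction turned for Irf7 and B2m without P VITRO replicate 2 (-0.0483 and -0.0121), for B2m without PTR VITRO replicate 1 (-4e-04) and after the GC and length correction (-0.0228), and for Ifnar1 without P VITRO replicate 3 (-0.0123).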

Values the study reported

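The study kept EMT6 cells with the antibody for >4 weeks and sequenced n = 3 replicates per group. It read gene set enrichment at FDR < 0.25 and reported a significant positive enrichment of PTIS in EMT6-PTR VITRO cells. A cytokine antibody array (n = 1) showed raised PTIS proteins, while qRT-PCR of the individual PTIS factors showed no rise. By qRT-PCR the study also reported raised CXCL9, CXCL10 and SerpinB9.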

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

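The GC and length correction was chosen after seeing the data; the other alternatives were not. The median log2 fold change of all genes ran from -0.0109 to 0.0084 across the fits. The 35 calls became 42 with TMM, 38 without a scaling factor, 31 with limma-voom and 51 after the GC and length correction. They became 111 with DESeq2, 400 without a filter, 54 with at least 10 counts in every sample and 68 with the replicate number as a block, and from 8 to 64 across the 6 leave-one-out fits. Whether the replicate numbers pair the samples stays open. Same-number correlations across genes were 0.109, 0.095 and -0.0556, and those between different numbers ran from -0.158 to 0.0674. The causes of the changes were not tested, except that fewer samples entered the leave-one-out fits. The 4 calls with at least 2-fold became 62 without a filter and from 2 to 10 across the leave-one-out fits. Called PTIS genes stayed at 0 in every fit. The ratio of PTIS average CPM ran from 1.05 to 1.08 across the leave-one-out fits.

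Ranking by the moderated statistic brought PTIS to 1.51, the 12-gene list to 1.24 and the antigen presentation list to -1.46, all past 0.25. Camera did the same with adjusted p-values of 0.132, 0.132 and 0.0732, and gave the preliminary DOWN list the opposite sign (0.881), as did fry (0.737). Fry left the preliminary PTIS, interferon and proliferation lists short of 0.25 (0.353 each). Without a filter the preliminary PTIS list had a score of -0.99 (adjusted p 0.640) and the proliferation list 1.38 (adjusted p 0.261). After the GC and length correction the 12-gene list had -0.63. The causes were not tested. Across the 6 leave-one-out fits the scores ran from 0.67 to 1.47 for PTIS, -0.76 to 0.95 for the 12-gene list, -1.81 to -1.39 for the preliminary PTIS list, -0.93 to 0.95 for the preliminary DOWN list, 1.298 to 2.02 for the interferon list, -1.05 to -0.82 for the antigen presentation list and 1.17 to 1.67 for the proliferation list.

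For the single genes taken by the naming rule and Mageb16, 306 of 310 comparisons with other settings kept their direction and side of the threshold, 1 was weaker, 2 were stronger and 1 reversed, B2m after the GC and length correction (-0.0228). Of 234 comparisons with 1 library left out, 183 were the same, 45 were weaker, 1 was stronger and 5 reversed. The log2 fold change ran from -0.0483 to 0.111 for Irf7, -0.0121 to 0.044 for B2m, -0.0075 to 0.223 for Ccl2 and -0.0123 to 0.0862 for Ifnar1. Of the 35 genes, 6 were called in each leave-one-out fit, and 5 in every fit. The gene that differs is Mageb16, which was called in each fit that gave a result for it. It had no result with DESeq2, or with at least 10 counts in every sample, a filter that its counts of 0 cannot pass. Depth limits Cxcl9 and Ifnb1, which the filter on low counts removed.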

Other observations

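The tests of mitochondrial genes, of the depth behind Mageb16 and of genes at 0 in 3 libraries were chosen after the results were seen, as were the lists of YAP, ATF4 and matrix genes and the per-library form of the GC correction.

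The enrichment score of PTIS here was 1.22, with an adjusted p of 0.508. That is weaker than the significant enrichment quoted from the study above. The call depends on the ranking, since the moderated statistic gave an adjusted p of 0.0877, with camera at 0.132 and fry at 0.353. Across the 10 splits of the 6 libraries, 4 gave a PTIS score as large in size, and 7 did for the 12-gene list, 2 for the preliminary PTIS list, 8 for the preliminary DOWN list and 2 each for the interferon, antigen presentation and proliferation lists. With 10 splits the share cannot fall below 1 in 10, so these counts cannot exclude chance.

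The labelled split called 35 genes, and 2 of the 10 splits gave as many. The 2-fold count was reached by 1 split, the labelled one. The other split that gave as many put P VITRO replicates 1 and 3 and PTR VITRO replicate 1 on one side. It called 152 genes, 79 higher and 73 lower on that side, and had 2347 at an unadjusted p below 0.05. None of the 152 was among the 35. That side also had the higher mitochondrial shares, 1.52%, 1.63% and 1.64% against 1.43%, 1.40% and 1.33%, and 6 of the 152 genes lie in the mitochondrial genome. Egr1, Fos, Insig1 and Fdft1, chosen after their values were seen, were higher on that side. After the GC and length correction that split called 1.07 times as many genes as before and the labelled split called 51, which argues against such a trend as the whole cause of either. No batch is given in the labels, and what separates these libraries stays open. A difference between cultures that is unrelated to the antibody was not tested, since the labels do not name the cultures.

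For mt-Co3, the sum with its identical nuclear copy had a log2 ratio of -0.0366. A fall of mt-Co3 alone, with nothing moved to the copy, would give -0.08, because mt-Co3 held 8.85% of the sum and its loss of 181 CPM is within the SD of the sum (207 and 315 CPM). The sum therefore does not decide whether estimated counts moved between the copies. The other 12 mitochondrial protein genes had a median log2 fold change of -0.10 (-0.31 to 0.00, 0 called), which argues against less mitochondrial RNA as the cause. A fall of mt-Co3 RNA and a different division of shared reads by the quantification cannot be told apart, since the copies are identical over 783 bases. The share of 8.85% is itself an estimate of that division, which gave Gm28437 2890 CPM and mt-Co3 280.5 CPM in P VITRO. If all shared reads came from mt-Co3, the sum would be its level, and the sum did not differ (exact permutation p = 0.9). The fall of mt-Co3 is therefore not established as a change of its RNA.

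For Mageb16, the level in P VITRO predicted at least 47 counts in each PTR VITRO library where 0 were seen, so lower depth is argued against. Its processed copies Mageb16-ps1 and Mageb16-ps2 were at 0 in all libraries and the highest summed CPM in a PTR VITRO library was 0, so no counts had moved to them. However, 5 of the 18 other ways to choose 3 libraries also held a gene at 0 in 3 libraries and at 20 or more in each of the others, and 78 genes were at 0 in at least 1 library and at 20 or more in another. Of those 5 genes, 4 had a near-identical copy with counts in the libraries where they were at 0 (Gm2436, 4930486L24Rik, Gm10132 and Gm11175; the other was Gm15148), which Mageb16 had not. The pattern of Mageb16 may thus be a loss of its RNA in PTR VITRO cells or in the culture they came from, or an on and off pattern of the kind these libraries show in other splits.

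The interferon list kept a median log2 fold change of 0.09 (0.0908) after the GC and length correction, and the preliminary PTIS list a score of -1.77, which argues against that trend as the whole cause. The correlation of log2 fold change with GC content across genes was -0.182. The interferon result stays open because leaving out P VITRO replicate 2 took its score to 1.298, with an adjusted p of 0.170 without PTR VITRO replicate 2 and 0.0521 without PTR VITRO replicate 3, and because fry gave 0.353.

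Called genes lower in PTR VITRO included Ccn1, a YAP target, and matrix genes, and Inhbe and Cth were among the genes that rose. A list of YAP targets had a score of -1.14 (adjusted p 0.301, camera 0.0426, fry 0.353; after the GC and length correction, fry 0.524). A list of matrix genes had -1.47 (adjusted p 0.182, camera 1.98e-06, fry 0.0258), with 20 of 26 genes lower and a median log2 fold change of -0.12. With limma-voom the median was -0.106 before and -0.0897 after the GC and length correction. After that correction the adjusted p of the matrix list was 0.344 and fry gave 0.0184. A list of ATF4 targets, for which a rise was predicted, had -1.13 (adjusted p 0.301). Camera gave 0.00635, fry gave 0.0258 in the lower direction, and after the GC and length correction fry gave 0.0624. Of the 28 ATF4 targets tested, 19 were lower and 9 higher. Their mean log2 CPM was lower by 0.0375 (exact permutation p = 0.1, the smallest possible). These values argue against a rise of this list as a set. None of the 3 lists passed an adjusted p of 0.05 in preranked enrichment. The rule that reads these lists requires that and fry at 0.05; it was loosened after the values had been seen and then set back, and under it none of the 3 explanations is decided. Lower matrix expression may still contribute, as a hypothesis found and tested on the same data.

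Without a filter on low counts 400 genes were called, of which 37 were not tested with the filter and 325 of the others had an unadjusted p below 0.05 with it. Each called gene named by rule kept nearly the same fold change there but had a smaller edgeR adjusted p. For Ccn1 this was 2.79e-36 against 0.00529, and for mt-Co3 8.65e-216 against 0.00366. The count of 400 is therefore not directly comparable with the filtered count, and the cause of the smaller p-values was not tested. In simulated counts 21.8% of unfiltered calls were false, against 8.14% with the filter, which does not decide how many of the 400 are.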
